A study of Homo sapiens with 6 samples. Its data were reported in "Resf1 is a compound G4 quadruplex-associated tumor suppressor for triple negative breast cancer" (2024).

How the data were processed

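Total RNA was sequenced from MDA-MB-231 cells, an established human triple-negative breast cancer line whose name the labels spell differently. Cells carried a control short hairpin RNA (shControl) or a hairpin against RESF1 (RESF1 knockdown), with 3 libraries per group. Groups were taken from the sample titles. The columns of the table carry the group and a running number over all 6 libraries, and the knockdown columns all name the same single hairpin. They do not carry the replicate number of a title, so each column was assigned to its group only. Per the study's methods, the libraries of a condition come from replicate cultures. The spread within groups is thus that between cultures. An effect of RESF1 loss cannot be separated here from an effect of that hairpin or of the cell line made with it.

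Per the study's methods, the authors aligned reads with STAR at default settings to the telomere-to-telomere CHM13 human genome in Partek Flow, normalized by median ratio and tested with DESeq2. The counting tool and the annotation version were not stated. The deposited values are a signal, the authors' normalized read counts per feature, and they were used as given. They are not whole numbers, the lowest being 25.3789. The share of low values lying on whole multiples of one step was 18.0% to 26.0% per library, against 20% with no step. That check started from the lowest value of each library as its step. It could therefore not find a much smaller step, such as that of a single read. Raw reads and the depth of each library were not recovered, and no interval that rests on read counts is given.

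The table holds 219 features, of which 44 are named by a gene symbol and 175 by a transcript ID (172 with the prefix CHM13_T and 3 with the prefix LOFF_T). The files do not pair the transcript IDs with gene names. For 21 of the symbols a transcript ID carries the same 6 values, which leaves 198 distinct rows. In all 219 features the 3 knockdown values lie on one side of the 3 shControl values, where chance gives 10% (21.9 features). The table is thus a list that already separates the groups and not the transcriptome. P-values computed on it are not independent evidence of a change, and the Benjamini-Hochberg adjustment covers 219 selected features only.

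The DESeq2 fit planned before the data were examined was not run, because it needs whole read counts. Instead, log2(value + 1) was tested with limma 3.58.1 (lmFit and eBayes, R 4.3.3), knockdown against shControl, with no covariate, two-sided, and called at an adjusted p of 0.05. The pseudocount of 1 was chosen after the unit was known. Changes are on the log2(value + 1) scale, which understates those of low features. The variance prior of limma was estimated from the selected features too. Data were also simulated with the means and spread of the 219 features, 100 of them changed 2-fold up or down. Limma called 96% of the changed features, and 2% of its calls were unchanged features. The median change in the list is 1.40-fold, so the 96% does not carry over to most of the listed changes.

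The features named in the text follow a rule fixed before the data were examined: RESF1, 13 preset genes, and the 5 largest rises and 5 largest falls with an adjusted p of at most 0.05, a mean of at least 100 and no overlap between groups. Because most transcript IDs have no names here, at most 2 that rose and 2 that fell are printed. Any other named feature was chosen after its values were seen, and the text says so. Genes and gene lists were matched by symbol, which covers 44 of the 219 features. Gene lists were to be tested where at least 10 members were matched, and none had any match.

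Symbols were looked up in GENCODE 44 on GRCh38, and 37 of the 44 matched. The authors counted on another build, so a position given here describes the annotated gene of that symbol in GRCh38, not the counted interval. Sequence searches used blastn 2.17.0. The alternatives tried were other pseudocounts, filters on low values, 1 row per set of identical rows, a rescaling, stricter thresholds and leaving out each library. All columns of the table were used.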

Results

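The data describe MDA-MB-231 cells with and without depletion of RESF1 by a short hairpin RNA. Total RNA-seq was made from 3 shControl and 3 RESF1 knockdown libraries. The values are the authors' normalized read counts for 219 features, ranging from 25.4 to 915297, and none is 0. Their sum over the 198 distinct rows was 1435119 ± 43395 (SD, n = 3) in shControl and 1188878 ± 43495 (SD, n = 3) in knockdown. This sum is that of a selected list and is not a depth. RN7SL1 alone made up 60.7% to 61.6% of it in shControl and 56.3% to 58.6% in knockdown. Within groups the median coefficient of variation was 6.93% in shControl and 6.11% in knockdown.

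The first comparison checks the targeted gene. None of the 44 features named by a symbol is RESF1. Apart from those with the same values as a symbol, the features named by a transcript ID have no gene name here. A RESF1 transcript among these unnamed features would not be recognised. RESF1 expression was therefore not analysed here, and the labels were not checked against it.

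The main comparison asks which transcripts differ after RESF1 depletion. All 219 features had an adjusted p of at most 0.05 by limma, with a largest adjusted p of 0.0425. Of these, 120 were higher and 99 were lower in knockdown. Since all 219 were already separated by group in the table, this count describes the list and says nothing about how many transcripts changed in the cells. Requiring a change of at least 1.5-fold moved it most, to 79 features.

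The size of the changes was also compared, since the study describes them as modest. A change under 1.5-fold was found in 140 of the 219 features, or 63.9% (95% Wilson interval 57.4% to 70.0%, which treats features as independent). The share was 61.1% over the 198 distinct rows. Restricting to features with a mean of at least 200 moved it most, to 76.8%. Changes between 1.2-fold and 1.5-fold made up 104 features (47.5%), and 36 features changed by less than 1.2-fold. The median change was 1.40-fold, and the smallest was 1.12-fold. Changes above 2-fold were seen in 18 features, of which 6 rose and 12 fell. Since small changes pass a threshold only where values are precise, these shares depend on how the list was selected.

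**Figure D1:**
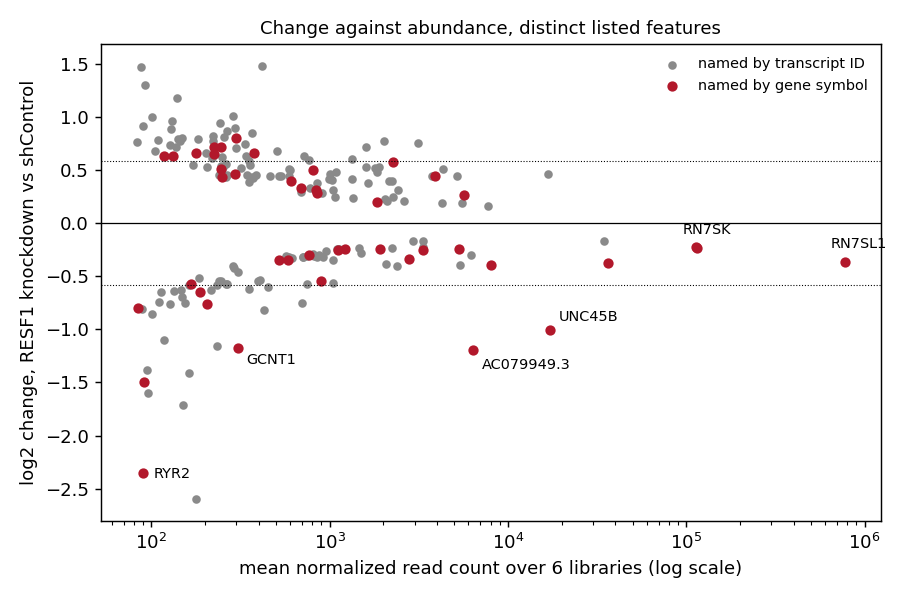
Each point is 1 of the 198 distinct features, with its mean normalized read count over the 6 libraries on a log axis and its log2 change in RESF1 knockdown against shControl; dotted lines mark 1.5-fold. RN7SL1 has the highest mean and changed by -0.37, while the 2 features with changes beyond -2, RYR2 and CHM13_T0161945, have means of 90.1 and 178. RYR2 was chosen after its values were seen.

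Gene lists could not be compared. They were drawn from the study's questions, except the interferon-stimulated genes, which the study's text does not mention. Of 79 ribosomal protein genes, 58 MYC target genes, 47 mesenchymal and 33 epithelial genes of the epithelial-to-mesenchymal transition, 30 unfolded protein response genes and 43 interferon-stimulated genes, 0 were among the 44 features named by a symbol. Members among the unnamed transcript IDs would not be recognised, so these sets were not analysed here. Of the 13 preset genes, 3 were among the symbols, and all 3 are short non-coding RNAs of the 7S class.

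RN7SL1 encodes the RNA of the signal recognition particle and lies on chromosome 14 (GRCh38, positions 49586580 to 49586878). Its normalized read count was 876656 ± 33471 (SD, n = 3) in shControl and 679662 ± 39257 (SD, n = 3) in knockdown. This is a log2 change of -0.37 (SE 0.066, limma adjusted p 0.00208). RN7SL2, a near-identical gene on the same chromosome (positions 49862550 to 49862849), had 41091 ± 2494 (SD, n = 3) in shControl and 31748 ± 775 (SD, n = 3) in knockdown. Its log2 change was -0.37 (SE 0.064, limma adjusted p 0.00197). RN7SK, the RNA of the 7SK particle, lies on chromosome 6 (positions 52995621 to 52995948). It had 123852 ± 2740 (SD, n = 3) in shControl and 105229 ± 3415 (SD, n = 3) in knockdown, a log2 change of -0.24 (SE 0.055, limma adjusted p 0.00555). All 3 genes also passed when adjusted over the list alone, with limma adjusted p-values of 0.00144, 0.00144 and 0.00405. RN7SL1 and RN7SL2 transcripts align with 98.7% identity over 299 bases, so the division of reads between these 2 genes is uncertain.

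Among features with a mean of at least 100, the largest fall was that of transcript CHM13_T0161945. Its mean was 306 ± 112 (SD, n = 3) in shControl, and the knockdown mean was 6.12-fold lower, a log2 change of -2.60 (SE 0.35, limma adjusted p 0.000804). CHM13_T0119906 changed by -1.71 (SE 0.34, limma adjusted p 0.00286), and another transcript ID by -1.41. AC079949.3 had 8835 ± 1059 (SD, n = 3) in shControl and 3855 ± 182 (SD, n = 3) in knockdown, a log2 change of -1.19 (SE 0.096, limma adjusted p 0.000312). Its symbol did not match the annotation used here. GCNT1 (chromosome 9, positions 76419850 to 76651203, protein-coding) had 423 ± 24.5 (SD, n = 3) in shControl and 187 ± 17.5 (SD, n = 3) in knockdown. Its log2 change was -1.18 (SE 0.084, limma adjusted p 0.00025). An intron of GCNT1 holds a stretch of 338 aligned bases with 84.3% identity to 28S ribosomal RNA.

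The 5 largest rises among features with a mean of at least 100 were all of transcript IDs, from 0.96 to 1.48 on the log2 scale. CHM13_T0183362 rose the most, from 220 ± 6.22 (SD, n = 3) to 617 ± 49.0 (SD, n = 3), a log2 change of 1.48 (SE 0.073, limma adjusted p 6.66e-05). CHM13_T0089286 rose from 88.6 ± 41.1 (SD, n = 3) to 190 ± 60.5 (SD, n = 3), a log2 change of 1.17 (SE 0.44, limma adjusted p 0.0329). Its call rested on single libraries, since without the shControl library in column 2 the log2 change was 0.70 and no longer passed. It did not pass without the knockdown library in column 4 or the one in column 6 either, with log2 changes of 1.04 and 1.01.

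UNC45B was chosen after its values were seen, because it was the most abundant feature with a change above 2-fold. It had 23012 ± 2055 (SD, n = 3) in shControl and 11467 ± 1424 (SD, n = 3) in knockdown, a log2 change of -1.01 (SE 0.11, limma adjusted p 0.000595). The gene lies on chromosome 17 (positions 35147817 to 35189345), and an intron of it holds 163 aligned bases with 96.9% identity to 28S ribosomal RNA.

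**Figure D2:**
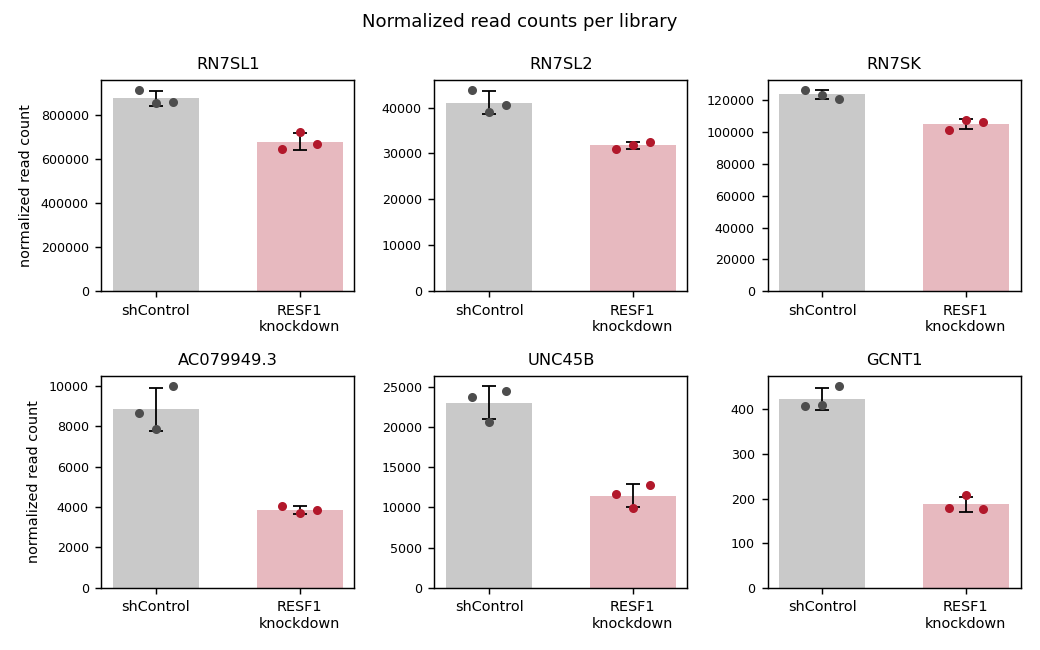
Bars are the mean normalized read count of 3 libraries per group, error bars are 1 SD and points are single libraries; each panel has its own axis starting at 0. In each of the 6 features shown, the 3 knockdown libraries lie below the 3 shControl libraries, as for example from 9948 to 12771 against 20679 to 24551 for UNC45B.

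By annotation, the 37 matched symbols comprise 20 protein-coding genes, 10 pseudogenes and 7 small nuclear or miscellaneous RNAs. Of the protein-coding genes 11 rose and 9 fell, of the pseudogenes 7 rose and 3 fell, and of the small RNAs 1 rose and 6 fell. Pseudogenes and small RNA copies share sequence with their parent genes, so the reads behind them are uncertain.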

Values the study reported

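The study described the effect of RESF1 depletion on transcripts as small, mostly between 1.2-fold and 1.5-fold. It called transcripts at a false discovery rate of at most 0.05.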

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

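The alternatives based on the study's design were fixed before the data were examined. The other pseudocounts, the mean filter, the removal of identical rows and the rescaling were chosen after seeing the data. Requiring at least 1.5-fold left 79 of the 219 calls, by construction fewer. An adjusted p of at most 0.01 left 194. The share of changes under 1.5-fold was 76.8% with a mean of at least 200, against 63.9% over all features. Over the distinct rows, the Spearman correlation of the mean with the size of the log2 change was -0.722, so changes were smaller at higher means. Why this is so was not tested. Over the other alternatives that share lay between 61.1% and 65.7%.

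Pseudocounts of 0.1 and 10 left 219 calls each. The filter of at least 10 in at least 3 libraries removed 0 features and so tests nothing. Leaving out 1 library at a time gave from 211 to 215 calls over 6 fits, so that 4 to 8 calls were lost, and 0 features changed sign. Rescaling by the median ratio over the listed features shifted the median log2 change by -0.19, from 0.25 to 0.06. It left 188 calls, 89 higher and 99 lower, and 1 feature changed sign. RN7SL1, RN7SL2 and RN7SK fell under all alternatives run, by a log2 change between -0.56 and -0.33, between -0.56 and -0.32, and between -0.43 and -0.21. Relative to the other listed features their falls are thus larger than the values in the report. The factors come from the selected features alone, so the rescaled values are not a correction.

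Among the single features named by the rule, 4 results were weaker, all of them for CHM13_T0089286. They came from the rescaling and from the fits without 1 library in columns 2, 4 and 6. The other named features kept their direction and passed an adjusted p of 0.05 in each alternative fit that included them. The filter on a mean of at least 200 removed some of them. The stricter thresholds were applied to the count of calls only. RN7SL1, RN7SL2 and RN7SK changed by 1.29-fold, 1.29-fold and 1.18-fold and would not pass the 1.5-fold threshold.

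No paired analysis was possible because the columns carry a running number and no replicate number. The planned edgeR quasi-likelihood test, TMM factors, fit without independent filtering and replicate block were not run, since they need read counts or numbered replicates. The planned gene list tests were not run because each list had 0 members among the features named by a symbol. No feature carried the symbol RESF1, so it had no value to vary.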

Other observations

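All tests below were chosen after the result was seen, except the correlations of deviations within groups for near-identical copies and for neighbouring transcript IDs, whose outcome had not been seen when they were set up. They use the same 6 libraries that gave the patterns.

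Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many calls as the real one, which is the real one itself. The other 9 gave 0 adjusted calls each and 0 to 3 features at an unadjusted p of at most 0.05. With 10 splits the share cannot go below 0.1. A list selected for this grouping would give the same outcome with no effect of RESF1, so chance and an effect cannot be told apart here.

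The 7SL and 7SK rows were lower in knockdown, and 1 scaling error per library is a technical explanation. It would leave the ratio of RN7SL1 to RN7SK as it was. The ratio was 7.08 ± 0.15 (SD, n = 3) in shControl and 6.46 ± 0.23 (SD, n = 3) in knockdown, with no overlap, a log2 difference of -0.13 (SE 0.034). The exact permutation test gave a two-sided p of 0.1, the smallest that 3 against 3 allows. An error of scale alone would not change this ratio. The ratio thus argues against scale as the whole cause of the falls of RN7SL1 and RN7SK. RN7SL2 fell as RN7SL1 did, with a log2 change of -0.37 in both. The copies RN7SL4P, RN7SKP71 and RN7SKP203, added after their values were seen, each fell by -0.25, about as RN7SK did (-0.24). For these copies and RN7SK the values do not argue against 1 common scale. A change in how well short or structured RNAs were recovered, and an effect of the knockdown, were not tested and stay open.

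Among the protein-coding genes named by symbol the largest falls were those of RYR2, GCNT1 and UNC45B, and a candidate explanation is that reads of 28S ribosomal RNA were assigned to similar fragments inside these genes. This hypothesis came out of a search. Sequences of 16 abundant RNAs, the mitochondrial genome among them, were compared with a hand-picked subset of the listed genes after their changes had been seen. The thresholds of at least 100 aligned bases and 80% identity were set after the matches had been seen. Repeated over the 20 listed protein-coding genes, 4 of the 16 sequences had a match, and 2 matched falling genes only: the ribosomal RNA precursor, in 4 genes, and RNU6-1, in 2. The 4 genes are RYR2 (481 aligned bases, 87.3% identity), GCNT1 (338, 84.3%), DLG2 (321, 88.8%) and UNC45B (163, 96.9%). In GRCh38 all 4 fragments are in introns, on the strand of the gene in RYR2 and GCNT1 and on the opposite strand in UNC45B and DLG2. Among all 20046 protein-coding genes, 65 (0.324%) hold such a fragment. None of 10000 random sets matched on gene length had 4, which gives a p of 0.0001, the smallest they can give. Fragments were in 4 of 9 falling and 0 of 11 rising genes (Fisher's exact test, two-sided p 0.026). With 90% identity only 1 gene was left (p 0.0186; Fisher's exact p 0.45), and with at least 200 bases 3 were left (p 0.0001, again the smallest possible; Fisher's exact p 0.0737). With 50 bases, 150 bases or 75% identity the 4 genes were found as before. None of these p-values accounts for the search over 16 sequences or for thresholds set afterwards, and the same genes that gave the idea are in the test. They cannot decide for the hypothesis. No row of the table is identified as ribosomal RNA. A difference in ribosomal RNA depletion between libraries, a change in ribosomal RNA and a change in the genes themselves cannot be told apart here. The study saw no significant difference in ribosomal RNA by fluorescence imaging of knockout cells, and described the effect of depletion on ribosomal RNA as modest. Both argue against a large change in ribosomal RNA itself. The imaged cells were of a mouse line, and imaging does not address depletion during library preparation.

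If all 28S reads fell by 1 common amount, undiluted by other reads, the 4 genes would fall alike. The first comparison made, RYR2 against UNC45B, gave a log2 difference between groups of -1.34. RYR2 has some of the lowest values of the table in knockdown, 28.6 ± 4.94 (SD, n = 3), so GCNT1 against DLG2 was then taken as the deciding pair. It gave -0.41 (SE 0.18), with overlap between groups (exact permutation test, two-sided p 0.2). Of all 6 pairs, the 3 with RYR2 and the pair of UNC45B and DLG2 (-0.25, SE 0.043) did not overlap, each with an exact permutation p of 0.1. The deviations within groups of the 4 genes had a median correlation of 0.404 over the 6 pairs, from -0.47 to 0.943. Of 10000 random sets of 4 features, 694 had a median as high (one-sided p 0.0695, 95% of sets from -0.467 to 0.544), a comparison added after the correlation was seen. The pairs without overlap argue against 1 undiluted fall common to all 4 genes. Among them only UNC45B with DLG2 does not involve the low values of RYR2. The pairs of GCNT1 with UNC45B and with DLG2 overlap. A common fall may thus hold for some of these genes and is left open.

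Near-identical copies changed in the same direction in all 5 families compared: CDC42 with CDC42P6, EIF4B with EIF4BP7, PABPC1 with PABPC3, and the 7SK and 7SL copies. The families were chosen after their changes were seen. CDC42P6 aligns to CDC42 with 93.8% identity and EIF4BP7 to EIF4B with 96.3%. In random families drawn from the named features, 77 of 10000 draws did the same (p 0.0078). This p does not account for choosing the families afterwards, so it cannot decide. Shared reads could produce this. Reads counted in both rows would also make library-to-library deviations within groups correlate positively. Reads divided between the rows could make them correlate negatively. The median correlation over 9 pairs was -0.048, inside the range of random pairs (95% from -0.478 to 0.476). A median can hide pairs of both kinds. With so few pairs that range is wide. Single pairs ran from -0.656 (RN7SL2 with RN7SL4P) to 0.837 (RN7SK with RN7SKP71). The mean was higher for CDC42P6 (812) than for CDC42 (296), and for EIF4BP7 (850) than for EIF4B (247). It was also higher for PABPC3 (298) than for PABPC1 (224). The 7SL and 7SK copies had lower means than RN7SL1 and RN7SK. Which reads each of these rows holds is not known, so a row may not measure the gene it is named after. Sharing of reads therefore stays open, as does a change in each gene. CDC42P6 also lies in an intron of GBA3 and PTMAP2 in an intron of DTWD2, each on the opposite strand, and all 4 rose. These were chosen after their values were seen.

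Transcript rows with ID numbers at most 10 apart changed in the same direction in 29 of 31 pairs, rows with identical values left out, where shuffled directions gave 15.8 on average and none of 10000 shuffles gave as many (p 0.0001, the smallest they can give). Reads shared between overlapping transcripts are a possible explanation. The median correlation of deviations within groups was -0.016 over the 31 pairs, inside the range of random pairs (95% from -0.268 to 0.272). Single pairs ranged from -0.957 to 1.0. The highest were a pair of transcript IDs at 1.0, with log2 changes of 0.53 in both, and the rows of AL162581.1 and RN7SK at 0.99, so these may hold the same reads. Reads divided between rows could instead give negative correlations, as at the low end of this range. The median can hide pairs of both kinds and decides nothing for the other pairs. Sharing of reads and transcripts of 1 gene changing together both stay open.

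AL162581.1 had values of 98.2% to 99.7% of those of RN7SK in all 6 libraries. The rows may hold the same reads counted in both, and this was noticed from the values the test uses, so the test cannot decide for it. A reader counting changed genes would then count 1 signal more than once.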
